# Intragraft gene expression profile associated with the induction of tolerance

**DOI:** 10.1186/1471-2172-9-5

**Published:** 2008-02-11

**Authors:** Tomoko Doki, Michael Mello, Dennis Mock, Jacqueline M Evans, Mary Kearns-Jonker

## Abstract

**Background:**

Xenotransplantation holds the promise of providing an unlimited supply of donor organs for terminal patients with organ failure. Pre-existing natural antibodies to the Galα1,3Galβ1,4GlcNac-R (αGal) carbohydrate xenoantigen, however, bind rapidly to the graft endothelium and initiate hyperacute rejection of wild type pig grafts in humans. Experimental procedures designed to prevent xenoantibody-mediated rejection have been tested in gal knockout mice. These mice produce anti-gal xenoantibodies and are widely used as small animal models for xenotransplantation research. In this model, chimerism for cells expressing the gal carbohydrate can be achieved by transplantation of mixed cells or by transduction of bone marrow cells with viral vectors expressing a functional α1,3 galactosyltransferase gene. Chimerism induces tolerance to heart grafts expressing αGal. The mechanisms by which tolerance is achieved include systemic changes such as clonal deletion and/or anergy. Intragraft changes that occur during the early stages of tolerance induction have not been characterized.

**Results:**

Cytoprotective genes heme oxygenase-1 (HO-1), Bcl2, and A20 that have been reported to contribute to long-term graft survival in various models of accommodation were not expressed at high levels in tolerant heart grafts. Intragraft gene expression at both early (Day 10) and late (>2 month) time points after heart transplant were examined by real-time PCR and microarray analysis was used to identify changes associated with the induction of tolerance. Intragraft gene expression profiling using microarray analysis demonstrated that genes identified in the functional categories of stress and immunity and signal transduction were significantly up-regulated in early tolerant grafts compared with syngeneic control grafts. Biological process classification showed lower binomial p-values in the categories of "response to biotic stimulus, defense response, and immune response" suggesting that up-regulated genes identified in these grafts promote survival in the presence of an immune response. The expression of the incompatible carbohydrate antigen (αGal) was reduced by 2 months post-transplant when compared with the expression of this gene at Day 10 post-transplant. These results suggest that the gal carbohydrate antigen is downmodulated over time in grafts that demonstrate tolerance.

**Conclusion:**

Our study suggests that tolerance is associated with intragraft gene expression changes that render the heart resistant to immune-mediated rejection. Genes associated with stress and immunity are up-regulated, however cytoprotective genes HO-1, Bcl2 and A20 were not up-regulated. The expression of the gal carbohydrate, the key target initiating an immune response in this model, is down-regulated in the post-transplant period.

## Background

The use of pigs as organ donors could potentially provide an unlimited supply of organs for patients with end-stage organ failure. The Galα1,3Galβ1,4GlcNac-R (αGal) carbohydrate expressed on wild type pig organs, however, initiates the rapid rejection of these grafts [1]. The α1,3 galactosyltransferase (GalT) knockout model (GalT^-/-^) in mice provides a unique system in which to study the immunological events associated with the rejection of cells or organs expressing the gal carbohydrate [2]. Several promising therapies designed to prevent graft rejection have been studied in this model, including the induction of chimerism to achieve transplant tolerance [3]. Mixed chimerism, acquired by transplantation of the donor's bone marrow cells into the recipient, results in tolerance to xenoreactive T cells as well as B cells [4]. Molecular chimerism, acquired by transplantation of transduced, autologous cells expressing a new gene has also been successfully applied to achieve tolerance [5]. Our group has focused on the use of gene therapy using lentiviral vectors to express the porcine α1,3 galactosyltransferase gene and establish a state of chimerism as a means of achieving transplant tolerance [6-8]. Irrespective of the methodology applied to establish chimerism prior to transplantation, receptor editing and/or clonal deletion play a role in the induction of tolerance [7,9,10]. In accommodation models, in which a transplanted organ may survive continuously in the presence of anti-graft antibodies and complement that might otherwise cause rejection, systemic events as well as intragraft gene expression changes have been shown to contribute to prolonged graft survival [11]. Cytoprotective genes are induced during accommodation and protect the grafts by blocking the activation of nuclear factor kappa B (NF-κB) and preventing apoptosis [12,13]. Intragraft gene expression changes associated with the induction of transplant tolerance are less well-characterized and may differ between models [14-18]. The development of gene expression profiling using microarrays has now provided a technologically sophisticated means of studying intragraft gene expression profiles in tolerant and/or rejected grafts [19-25]. Identification of distinct patterns of gene expression changes in graft biopsies may be useful in predicting graft outcome.

In this manuscript, early intragraft gene expression changes associated with the induction of chimerism and tolerance are identified. We demonstrate that expression of cytoprotective genes, heme oxygenase-1 (HO-1), Bcl2, and A20, do not play a role in tolerance induction in this model. This new information can be used to compare early gene expression profiles associated with various models of tolerance induction with the goal of identifying common intragraft gene expression changes that promote graft survival.

## Results

### The level of GalT expression in transduced bone marrow cells

Sublethally irradiated GalT^-/- ^mice transplanted with transduced bone marrow expressing GalT prior to heart transplantation demonstrated chimerism and permanently accepted heart grafts from wild type mice, consistent with data previously reported from our laboratory [7]. The level of GalT transduction in bone marrow cells was examined by real-time PCR using primers that specifically identify the galactosyltransferase gene in the lentiviral vector construct. The newly-introduced galactosyltransferase gene was expressed in transduced bone marrow cells *in vitro *as well as *in vivo *in bone marrow cells isolated from GalT^-/-^mice at fourteen days post-GalT bone marrow transplantation (BMT) as identified by real-time PCR (Fig. 1).

**Figure 1:**
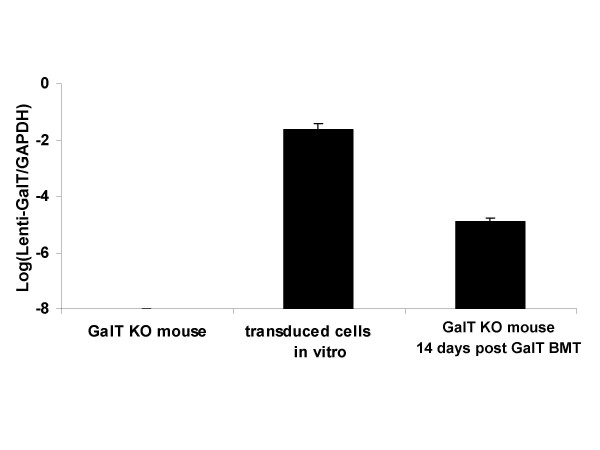
**Level of GalT transduction in bone marrow cells**. GalT is not expressed in the bone marrow cells of the normal GalT^-/- ^mouse, however, transduced bone marrow cells *in vitro *and bone marrow cells from GalT BMT mice at day 14 post-BMT express the galactosyltransferase gene as identified by real-time PCR. Relative cDNA expression levels were normalized with respect to GAPDH gene expression as an internal control. The samples were run in triplicate and the experiment was repeated twice. Standard deviations are shown for each experiment.

### Cytoprotective genes

Genes such as heme oxygenase-1 (HO-1; Hmox1, Hsp32), Bcl2, and A20 (Tnfaip3) have been associated with accommodation in rodent xenograft models [11-13]. In contrast, gene expression changes studied in biopsies of accommodated kidney allografts in humans failed to demonstrate significant changes in the expression levels of the same cytoprotective genes [26]. To investigate whether cytoprotective genes are expressed in tolerant grafts in our model, we compared the expression levels of HO-1, Bcl2 and A20 by real-time PCR in transplanted tolerant and syngeneic control hearts. Total RNA was isolated from grafts at day 10 post-heart transplantation. The selection of this time point allowed us to study gene expression changes that occur in graft hearts at the early stages of tolerance induction. We also isolated total RNA from grafts in GalT BMT chimeras demonstrating long-term tolerance to αGal^+ ^heart grafts during later stages of tolerance (>2 months post-heart transplantation) to allow us to compare levels of cytoprotective gene expression at early and later time points. Lymphocyte infiltration that was evident in rejecting grafts could not be detected in tolerant hearts as identified by histology at both early and late time points after transplantation. Infiltrating immune cells were therefore not likely to contribute substantially to gene expression changes in the tolerance model. Our results show that cytoprotective genes were not increased at either early or late time points in tolerant grafts (Fig. 2a–c). These data suggest that the mechanism of tolerance in this model does not involve selective up-regulation of these genes.

**Figure 2:**
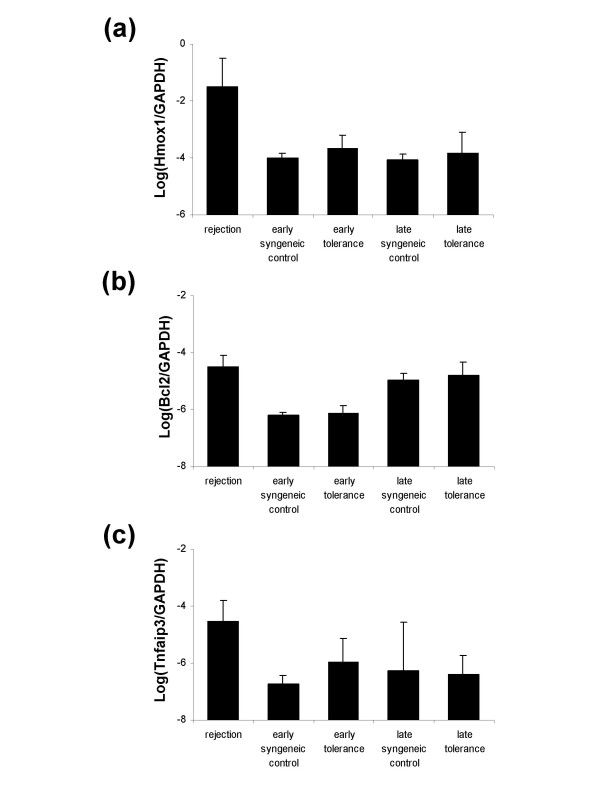
**Cytoprotective gene expression by real-time PCR**. Cytoprotective genes (Hmox1, Bcl2, Tnfaip3) expressed in syngeneic control grafts and in tolerant grafts at both early (day 10) and late (>2 months) time points after transplantation were identified by real-time PCR. Relative cDNA expression levels were normalized with respect to GAPDH gene expression as an internal control. Results are shown as the logarithmic value of respective gene expression. Standard deviations are shown for each experiment which was run in triplicate. (a): Hmox1 (HO-1); (b): Bcl2; (c): Tnfaip3 (A20).

### Gene expression profiling in tolerant heart grafts: Functional classification of significantly up-regulated genes

In order to further understand the early events that occur within tolerant grafts, we extended our analysis to the application of gene expression profiling. This technique makes it possible to identify novel gene expression changes that characterize the immunological events associated with tolerance induction. We isolated RNA from transplanted hearts following GalT BMT at ten days after heart transplantation (n = 4) as well as from syngeneic heart transplant controls (n = 4) for microarray analysis. 

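Each of the 8 hearts gave 1 Affymetrix mouse expression array, 4 from GalT BMT recipients and 4 from syngeneic recipients, all taken on day 10. The GalT BMT recipients were GalT knockout mice that had been sublethally irradiated and given GalT knockout bone marrow transduced with a lentiviral porcine GalT gene, and the grafts in both groups were C57BL/6 hearts. The description of the series calls the marrow allogeneic, and the paper's account is followed here. Recipient genotype, irradiation and marrow transplant therefore differ between the groups together with tolerance. The values analysed are the authors' deposited intensities, which dChip computed for each probe set from perfect match and mismatch probes and normalized between arrays, on a linear scale. The number of arrays limits the precision. The median intensity of an array was between 48.3 and 49.7 in GalT BMT grafts and between 47.4 and 50.9 in syngeneic controls. Before taking log2, values under 4.96 were raised to that level, the 10th percentile of all values, which affected 9.59% to 10.2% of the values of each array. The 18015 probe sets with the lowest mean log2 value, 40% of those other than array controls, were left out, and 27022 probe sets for 12991 genes were tested.

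Principal component 1, with 50.7% of the variance, set 3 GalT BMT arrays (44.1, 82.6 and 56.2) apart from the controls, which lay between -48.7 and -17.7. On this component GalT BMT replicate 1 lay among the controls, at -42.8. On component 2, with 18.4% of the variance, it lay at -45.9, below the controls (-37.9 to 37.7). The bacterial poly-A transcripts added before labelling had a mean log2 intensity of 9.22 on replicates 1 and 2 of both groups and of 7.26 on replicates 3 and 4, so that each labelling batch, as these sets of replicates are called here, holds both groups. As signs of RNA quality, the log2 ratio of the 3' to the 5' Gapdh control was 0.42 ± 0.25 (SD, n = 4) in GalT BMT grafts and 0.09 ± 0.12 (SD, n = 4) in controls (two-sided exact permutation test, p = 0.0571), and that of beta-actin was 0.79 ± 0.25 and 0.60 ± 0.03 (SD, n = 4 each, p = 0.2 from the same exact test). The 18S ribosomal RNA controls had a log2 intensity of 9.89 and 9.92 on GalT BMT replicates 1 and 2, and of 7.03 to 7.70 on the remaining 6 arrays (exact permutation test between the groups, p = 0.114).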

Our objective was to identify novel genes and pathways that may be associated with the early stages of tolerance induction and to compare our data with information in the literature identifying genes uniquely expressed in tolerant grafts. The data were normalized with the dChip software and analyzed by the algorithm "Significant Analysis of Microarrays (SAM)" with a q-value cutoff of 10% and a fold change of greater than 1.5 and less than 0.75. Using these criteria, 535 probe sets representing 465 genes were selected as up-regulated genes and 311 probe sets representing 272 genes were selected as down-regulated. 

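T cell and cytotoxic lymphocyte transcripts were among those with wide differences between the grafts, and most of them stood high on 3 of the 4 GalT BMT arrays. Cd3e, a chain of the T cell receptor complex, had an intensity of 384 ± 266 (SD, n = 4) in GalT BMT grafts and 7.99 ± 2.33 (SD, n = 4) in syngeneic controls (log2 fold change 4.54, standard error 1.19, adjusted p = 0.166 from limma). On GalT BMT replicate 1 the value was 8.32, and this and the control values (5.28 to 10.6) lie at the level of array controls that are not spiked, so that the size of the fold change depends on the background. Bcl11b, a transcription factor of T cells, lay above the controls on 4 of 4 GalT BMT arrays, at 399.9 ± 226 against 47.4 ± 9.95 (SD, n = 4 each), a log2 fold change of 2.85 (standard error 0.47, limma adjusted p = 0.165). In the other direction, Lum, a proteoglycan of the extracellular matrix, lay below the controls on 4 of 4 GalT BMT arrays, at 2670.1 ± 246 against 3876 ± 680.1 (SD, n = 4 each), a log2 fold change of -0.53 (standard error 0.13, limma adjusted p = 0.166).

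With limma, at an adjusted p under 0.10 and the fold thresholds of the methods, 0 probe sets were higher and 0 were lower in GalT BMT grafts, and the smallest adjusted p was 0.165. At an unadjusted p under 0.05, 2722 probe sets were higher and 1896 were lower. A SAM-type permutation test with a q-value of 10% and the same fold thresholds called 1421 probe sets higher, for 1029 genes, and 1075 lower, for 784 genes. With no filter on dim probe sets, an alternative chosen after the data were seen, the SAM-type test called 0 higher and 2 lower. All 4 GalT BMT arrays lay above all 4 controls for 1064 probe sets and below them for 853, together 7.09% of those tested, where splits of the arrays give 2.86% on average, and 2 of the other splits part more (2241 and 4362 probe sets). Limma with array weights called 2668 probe sets higher and 3068 lower. Without GalT BMT replicate 1, limma called 2138 probe sets higher, for 1445 genes, and 1645 lower, for 1092 genes. Without syngeneic control replicate 2 it called 1059 higher, for 809 genes, and 776 lower, for 590 genes. With the labelling batch as a block, limma called 0 higher and 0 lower, with 5244 at an unadjusted p under 0.05. Within batch 1 it called 0 in each direction, with 684 at an unadjusted p under 0.05, and within batch 2, which does not hold GalT BMT replicate 1, it called 3121 higher and 2769 lower.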

In order to determine whether these genes could be associated with specific functional categories, we used L2L software (ver. 2006.2) to sort the data into each of 9 functional subsets according to the Gene Ontology (GO; ver. 2006.2) "biological process" categories (Fig. 3). The genes classified in the subsets of "stress and immunity" (GO: 0006955, 0006350), "transcription/RNA processing" (GO: 0007165), and "signal transduction" (GO: 0016070, 0006350) were significantly up-regulated during the early stages of tolerance induction. 

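Interferon-inducible genes rose as a group in the GalT BMT grafts. The 22 measured genes inducible by interferon-gamma had a median log2 fold change of 2.12, and all 22 were above 0 (camera adjusted p = 1.33e-13). The 31 type I interferon-stimulated genes had a median of 1.54 (camera adjusted p = 5.89e-14). With the correlation between genes estimated from the data in place of the preset one, neither call held (adjusted p = 0.413 with an estimated correlation for both lists). Rsad2, an antiviral protein induced by interferon, lay above the controls on 4 of 4 GalT BMT arrays, at 2017 ± 347 against 1034 ± 80.8 (SD, n = 4 each), a log2 fold change of 0.95 (standard error 0.14, limma adjusted p = 0.165).

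Gbp6, a guanylate-binding protein of host defense, was at 4798 ± 2637 against 599.6 ± 310.4 (SD, n = 4 each) (log2 fold change 2.80, standard error 0.65, adjusted p = 0.165 from limma). Irf8, a transcription factor of myeloid cells, was at 1542 ± 679 against 352 ± 142 (SD, n = 4 each) (log2 fold change 2.03, standard error 0.42, adjusted p = 0.165 from limma). Over all probe sets tested, limma called 0 members of the 2 lists. Adjusted over the list alone, 22 of 22 interferon-gamma-inducible and 27 of 31 type I interferon-stimulated genes were higher, and 0 were lower. There were 22 and 25 higher at an unadjusted p under 0.05, and the SAM-type test called 21 and 23. Of the members listed, 4 and 6 stand among the genes of Table 2, which the study chose on these arrays.

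On GalT BMT replicate 1 the median of the interferon-gamma-inducible genes was -0.11 relative to the mean of the controls, against 2.68, 3.03 and 2.95 on the remaining 3 arrays, and that of the type I list was 0.07, against 1.55 to 2.52. Markers of T cells (-0.39, against 3.02 to 3.52) and of NK and cytotoxic cells (-0.08, against 3.27 to 3.94) moved with these genes from array to array. Within labelling batches 1 and 2 the median log2 fold changes were 1.40 and 2.85 for the interferon-gamma-inducible list and 0.74 and 2.37 for the type I list. Batch 1 holds GalT BMT replicate 1, where both lists were low.

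**Figure D1:**
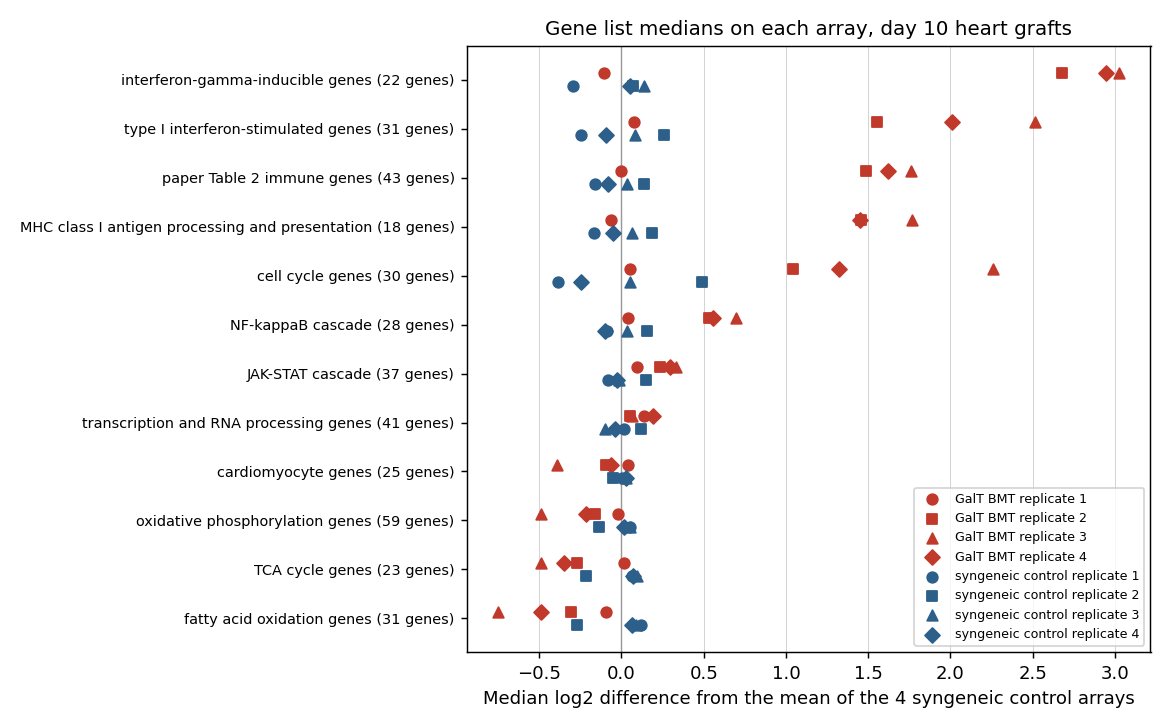
Median log2 difference of each gene list from the mean of the 4 syngeneic control arrays, for the 8 arrays. Red markers are GalT BMT grafts, blue markers are controls, and the shape gives the replicate number. For interferon-gamma-inducible genes, GalT BMT replicates 2, 3 and 4 lie between 2.68 and 3.03 and replicate 1 lies at -0.11, within the range of the controls.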

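Genes of fatty acid oxidation, the TCA cycle and oxidative phosphorylation fell as groups in GalT BMT grafts by small amounts. The 31 measured fatty acid oxidation genes had a median log2 fold change of -0.37 (camera adjusted p = 3.31e-13), the 23 TCA cycle genes -0.28 (camera adjusted p = 1.94e-08) and the 59 oxidative phosphorylation genes -0.22 (camera adjusted p = 8.51e-14). None of these 3 calls held when the correlation between genes was estimated (adjusted p = 0.413 with an estimated correlation for each list). Pdk4, a kinase that restrains glucose oxidation, had an intensity of 1899 ± 742 against 3806 ± 426 (SD, n = 4 each) (log2 fold change -1.08, standard error 0.25, adjusted p = 0.165 from limma). Cd36, a fatty acid transporter, was at 2376 ± 309.9 against 3679.7 ± 564 (SD, n = 4 each) (log2 fold change -0.63, standard error 0.14, adjusted p = 0.165 from limma).

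Idh3a, a subunit of an isocitrate dehydrogenase of the TCA cycle, was at 2659 ± 103 against 3869 ± 632 (SD, n = 4 each) (log2 fold change -0.53, standard error 0.13, adjusted p = 0.165 from limma). Ndufs8, a subunit of respiratory complex I, was at 2829 ± 254 against 3830.0 ± 292 (SD, n = 4 each) (log2 fold change -0.44, standard error 0.10, adjusted p = 0.165 from limma). These 4 genes lay below the controls on 4 of 4 GalT BMT arrays. Over all probe sets tested, limma called 0 members of the 3 lists. Adjusted over the list alone, 14 of 31 fatty acid oxidation, 4 of 23 TCA cycle and 2 of 59 oxidative phosphorylation genes were lower and 0 were higher. The SAM-type test called 9, 4 and 2 of them lower, and at an unadjusted p under 0.05 there were 19, 9 and 20. The 21 glycolysis genes had a median of 0.05 and were not called (camera adjusted p = 0.561).

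The 25 cardiomyocyte genes, among them those of the contractile apparatus, moved with these groups, with a median of -0.11 (camera adjusted p = 0.00139, and adjusted p = 0.540 with an estimated correlation), a call lost without GalT BMT replicate 3 (median -0.02, camera adjusted p = 0.142). The cardiomyocyte median was -0.0052 within labelling batch 1 and -0.23 within batch 2. Myh6, the main myosin heavy chain of the mouse heart, was at 10798 ± 726 against 10994 ± 53.7 (SD, n = 4 each), near the top of the arrays' range. The oxidative phosphorylation median was -0.13 without GalT BMT replicate 3, and the TCA cycle median was -0.42 without GalT BMT replicate 1. Within labelling batches 1 and 2 the median log2 fold changes were -0.14 and -0.67 for fatty acid oxidation, -0.08 and -0.50 for the TCA cycle, whose call was lost in batch 1 (camera adjusted p = 0.0530), and -0.05 and -0.38 for oxidative phosphorylation. On GalT BMT replicate 1, where T cell markers were not above the controls, the medians of fatty acid oxidation, TCA cycle and oxidative phosphorylation genes were -0.09, 0.02 and -0.02 relative to the mean of the controls, against -0.75 to -0.30, -0.49 to -0.27 and -0.49 to -0.16 on the other 3, where these markers were high. Syngeneic control replicate 2 stood below the other controls in fatty acid oxidation, at -0.27 relative to the mean of all 4, against 0.12, 0.09 and 0.06.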

Genes classified in the "energy metabolism" (GO: 0005975, 0006118, 0006629, 0006119, 0006800) category were down-regulated.

**Figure 3:**
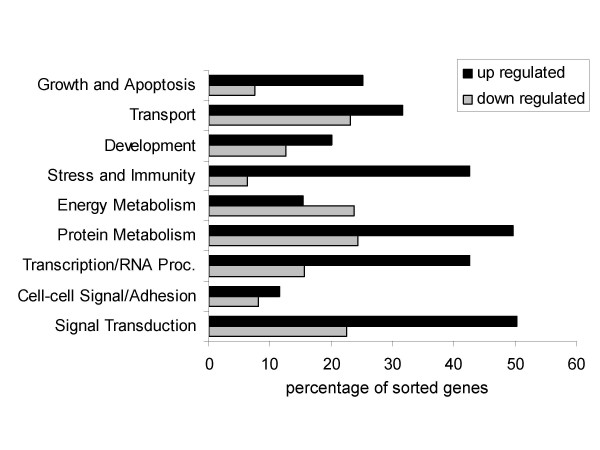
**Functional subsets that are up- or down-regulated in tolerance model**. L2L software was used to sort the up- or down-regulated genes in tolerant grafts (GalT BMT) compared to syngeneic control grafts. Nine functional subsets were identified using Gene Ontology Biological Process categories.

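The lists of NF-kappaB cascade, JAK-STAT cascade, and transcription and RNA processing genes were called higher in GalT BMT grafts, with a minority of the members of each higher when adjusted over the list alone. The 28 measured genes of the NF-kappaB cascade had a median log2 fold change of 0.49 (camera adjusted p = 4.66e-07), the 37 of the JAK-STAT cascade 0.23 (camera adjusted p = 4.71e-04), and the 41 of transcription and RNA processing 0.12 (camera adjusted p = 0.00717). These calls were lost with the estimate made from the data (adjusted p = 0.413 with an estimated correlation for each of the 3 lists). Il2rb, a receptor chain for interleukins on T and NK cells, was at 302 ± 196 against 17.8 ± 1.84 (SD, n = 4 each) (log2 fold change 3.47, standard error 0.80, adjusted p = 0.165 from limma). Med1, a subunit of the Mediator complex of transcription, was at 1021 ± 84.5 against 659 ± 82.5 (SD, n = 4 each) (log2 fold change 0.64, standard error 0.13, adjusted p = 0.165 from limma).

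Jak2, a kinase of cytokine receptors, had a log2 fold change of 0.66 (standard error 0.17, limma adjusted p = 0.166), and Birc2, a ubiquitin ligase of NF-kappaB signalling, of 0.64 (standard error 0.14, limma adjusted p = 0.165). Il2rb, Med1, Jak2 and Birc2 lay above the controls on 4 of 4 GalT BMT arrays. Hnrnpd, an RNA-binding protein, did so as well, with a log2 fold change of 0.58 (standard error 0.15, limma adjusted p = 0.165). Over all probe sets, limma called 0 members of the NF-kappaB, JAK-STAT and transcription lists. Adjusted over the list alone, 11 of 28 NF-kappaB, 11 of 37 JAK-STAT and 2 of 41 transcription and RNA processing genes were higher, and 0 were lower. At an unadjusted p under 0.05, 16, 12 and 8 were higher, and the SAM-type test called 9, 11 and 4. Table 2 holds 2, 5 and 0 of the members listed.

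T cell markers stood high on GalT BMT replicates 2, 3 and 4 and not above the controls on replicate 1, where the medians of the NF-kappaB and JAK-STAT lists were 0.04 and 0.09, against 0.53 to 0.70 and 0.23 to 0.33 on the other 3. The transcription and RNA processing median did not follow these markers, at 0.14 on replicate 1 and 0.05, 0.06 and 0.19 on replicates 2, 3 and 4. Il2rb is also a marker of NK and cytotoxic cells. Without GalT BMT replicate 1 the median of the JAK-STAT list was 0.35, and the transcription and RNA processing list no longer passed (median 0.13, camera adjusted p = 0.0596). The median log2 fold changes within labelling batches 1 and 2 were 0.27 and 0.68 for the NF-kappaB list, 0.09 and 0.42 for the JAK-STAT list, and 0.06 and 0.20 for transcription and RNA processing, whose call was also lost within batch 1 (camera adjusted p = 0.198, with a median of 0.07 over the probe sets brightest in that batch).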

### Profiling of the biological processes associated with significantly up-regulated genes induced in tolerant heart grafts

L2L software was used to sort and prepare a summary profile of biological processes associated with genes with increased expression in tolerant grafts as compared to controls at the day 10 time point (Table 1). This table separates genes according to biological processes using a p-value of less than 0.01 as a basis for selection. Genes are ranked according to "binomial p-values," the p-values representing the statistical significance of the overlap, derived from a binomial distribution. "Total probes" signifies the total number of probes representing genes on the list. The list of "expected matches" includes the number of probes derived from the list that would match our data by random chance. The list of "actual matches" shows the number of matches identified with our data. "Fold enrichment" is the fold-enrichment of genes that match our data (actual/expected). 

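Genes of antigen presentation and markers of T cells and cytotoxic lymphocytes rose as groups in the GalT BMT grafts. The 18 measured T cell markers had a median log2 fold change of 2.43 (camera adjusted p = 6.95e-07) and the 16 markers of NK and cytotoxic cells of 2.58 (camera adjusted p = 7.77e-08). The 18 genes of MHC class I antigen processing and presentation had a median of 1.10 (camera adjusted p = 7.77e-08), and the 9 of MHC class II of 1.11 (camera adjusted p = 3.62e-05). These 4 calls were not kept with correlations taken from the data (adjusted p = 0.413 with an estimated correlation for each).

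Nkg7, a granule protein of cytotoxic lymphocytes, had an intensity of 1371 ± 950.2 against 63.3 ± 12.8 (SD, n = 4 each) (log2 fold change 3.59, standard error 0.99, adjusted p = 0.173 from limma). Psmb9, a subunit of the immunoproteasome that cuts peptides for MHC class I, was at 1842 ± 1076 against 230.1 ± 34.5 (SD, n = 4 each) (log2 fold change 2.57, standard error 0.65, adjusted p = 0.165 from limma). Ciita, the transactivator of MHC class II genes, was at 232 ± 141 against 60.4 ± 12.2 (SD, n = 4 each) (log2 fold change 1.63, standard error 0.55, adjusted p = 0.202 from limma). Limma called 0 members of the 4 lists over all probe sets. Adjusted over the list alone, 16 of 18 T cell markers, 14 of 16 NK and cytotoxic markers, 14 of 18 MHC class I genes and 8 of 9 MHC class II genes were higher, and 0 were lower. At an unadjusted p under 0.05 there were 15, 14, 14 and 8 higher, and the SAM-type test called 11, 13, 12 and 6.

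On GalT BMT replicate 1 the medians of the T cell and cytotoxic lists were -0.39 and -0.08 relative to the mean of the controls, against 3.02 to 3.52 and 3.27 to 3.94 on the remaining 3 arrays. Those of MHC class I and class II were -0.07 and -0.31, against 1.45 to 1.77 and 1.41 to 1.47. The median log2 fold changes within labelling batches 1 and 2 were 1.65 and 2.80 for T cells, 1.67 and 3.46 for cytotoxic cells, 0.63 and 1.57 for MHC class I, and 0.69 and 1.21 for MHC class II. Batch 1 holds 2 arrays of each group, among them GalT BMT replicate 1. Smaller medians and lost calls there cannot be told apart from the low values on that array. Within batch 1, most of the MHC class II, chemokine, macrophage, dendritic cell, apoptosis and immediate early lists lost their call.

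**Figure D2:**
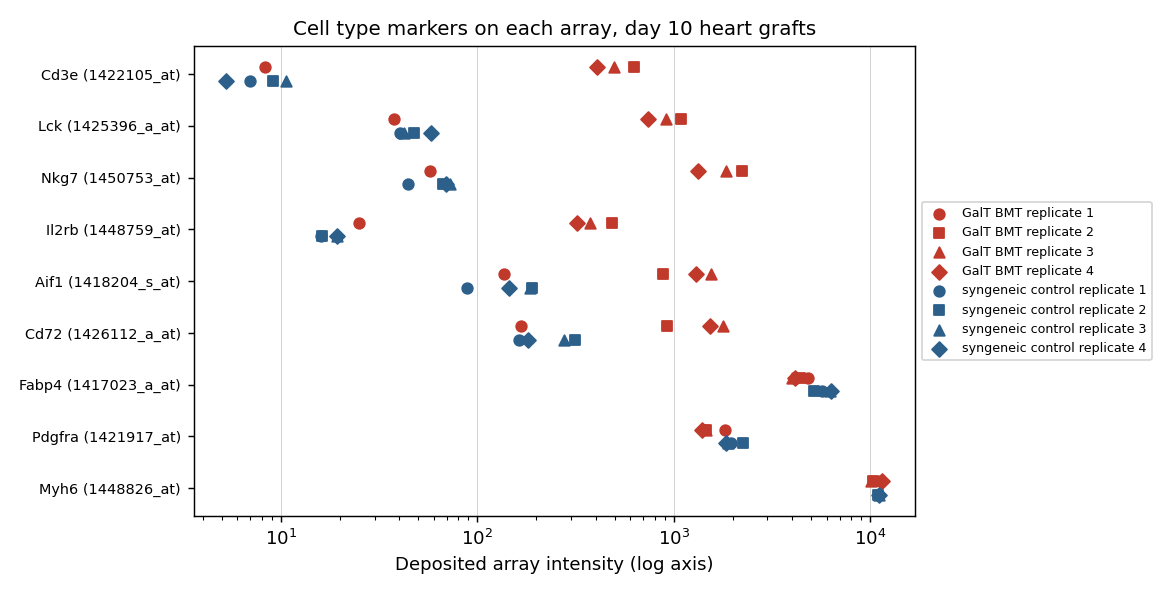
Deposited array intensity, on a log axis, of markers of T cells (Cd3e, Lck), cytotoxic cells (Nkg7, Il2rb), macrophages (Aif1), B cells (Cd72), endothelium (Fabp4), fibroblasts (Pdgfra) and cardiomyocytes (Myh6) on each array. Red markers are GalT BMT grafts, blue markers are syngeneic controls, and the shape gives the replicate number. GalT BMT replicate 1 is at 57.3 for Nkg7, within the range of the controls.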

As shown in Table 1, the top three categories for function of genes with increased expression in tolerant hearts were "response to biotic stimulus", "defense response" and "immune response." Gene Ontology defines "response to biotic stimulus" as a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a biotic stimulus, a stimulus caused or produced by a living organism. The genes in this category show a 2.7 fold enrichment, the highest number of actual matches, and the lowest binomial p-values. 

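Macrophage and dendritic cell markers also rose as lists in GalT BMT grafts, and those of B cells and neutrophils were not called. The 29 measured macrophage and monocyte markers had a median log2 fold change of 0.66 (camera adjusted p = 1.06e-04, and adjusted p = 0.540 with an estimated correlation). The 11 dendritic cell markers had a median of 0.79 (camera adjusted p = 0.00171, and adjusted p = 0.413 with an estimated correlation). Aif1, a calcium-binding protein of macrophages, was at 969 ± 619 against 153 ± 46.9 (SD, n = 4 each) (log2 fold change 2.27, standard error 0.67, adjusted p = 0.180 from limma). Batf3, a transcription factor of dendritic cells, was at 195 ± 108 against 30.3 ± 7.40 (SD, n = 4 each) (log2 fold change 2.38, standard error 0.57, adjusted p = 0.165 from limma). The 14 markers of B and plasma cells had a median of 0.57 (camera adjusted p = 0.371), and the 12 of neutrophils had a median of 0.00 and a mean of -0.08 (camera adjusted p = 0.551).

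Limma called 0 members of these 4 lists over all probe sets. Adjusted over the list alone, 6 of 29 macrophage and 6 of 11 dendritic cell markers were higher, and 1 dendritic cell marker was lower. At an unadjusted p under 0.05, 10 macrophage and 5 dendritic cell markers were higher, and 1 macrophage and 1 dendritic cell marker were lower. The SAM-type test called 6 and 5 higher. Of B cell markers, 3 were higher and 1 was lower when adjusted over the list alone, and of neutrophil markers limma called 0 over the list alone, with 0 higher and 1 lower at an unadjusted p under 0.05, and the SAM-type test called 1 lower. The B cell median was 0.22 without GalT BMT replicate 2 and 0.35 without replicate 4. On GalT BMT replicate 1 the macrophage median was -0.53 relative to the mean of the controls, against 0.98 to 1.22 on replicates 2, 3 and 4. The dendritic cell median was -0.01 there, against 0.97 to 1.29. T cell markers (-0.39, against 3.02 to 3.52) moved with both lists. Without GalT BMT replicate 1 the medians of the macrophage and dendritic cell lists were 1.07 and 1.20, and without GalT BMT replicate 3 that of the macrophage list was 0.42. Within labelling batches 1 and 2 they were 0.18 and 1.20 for macrophages and 0.42 and 1.15 for dendritic cells.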

Genes in the "defense response" and "immune response" categories demonstrated similar levels of fold enrichment, actual matches and low binomial p-values. Within these 3 categories, fifty-five up-regulated genes that were common to all three categories were identified as preferentially expressed during the early stages of tolerance induction in our model (Table 2).

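Table 2 lists 49 probe sets for 43 genes, and they are the genes examined here. Samhd1, a nucleotide hydrolase induced by interferon, had an intensity of 2285 ± 885 (SD, n = 4) in GalT BMT grafts and 728 ± 86.5 (SD, n = 4) in syngeneic controls (log2 fold change 1.54, standard error 0.31, adjusted p = 0.165 from limma). Cd226, an adhesion receptor of T and NK cells, was at 98.8 ± 59.5 against 14.5 ± 1.30 (SD, n = 4 each) (log2 fold change 2.43, standard error 0.55, adjusted p = 0.165 from limma). Lck, a kinase of T cell receptor signalling, was at 696 ± 461 against 47.1 ± 7.80 (SD, n = 4 each) (log2 fold change 3.13, standard error 0.92, adjusted p = 0.179 from limma). Parp4, a poly-ADP-ribose polymerase, was at 469 ± 96.9 against 229.6 ± 51.8 (SD, n = 4 each) (log2 fold change 1.03, standard error 0.20, adjusted p = 0.165 from limma).

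Each of the 49 probe sets had a positive log2 fold change, from 0.56 for Tnip1, an inhibitor of NF-kappaB signalling, to 3.82 for Cxcl9, a chemokine that attracts T cells. The median over the 43 genes was 1.28, by the brightest probe set of each gene, which for some genes is not one listed in Table 2. All 4 GalT BMT arrays lay above all controls for 10 probe sets, among them those of Samhd1, Cd226 and Parp4, and 3 of the 4 arrays did so for 38. For Lck, GalT BMT replicate 1 was at 37.7, below the controls. Limma called 0 of the 49 over all probe sets tested, with 49 at an unadjusted p under 0.05. Adjusted over the list alone, with the brightest probe set of each gene, 37 of 43 genes were higher and 0 were lower. Because the study chose these genes on the same arrays, their direction is not independent evidence. The SAM-type test called 48 of the 49 probe sets, for 42 of the 43 genes, and limma without GalT BMT replicate 1 also called 48, for 42 genes. The median of the 43 genes on that array was -0.0014 relative to the mean of the controls, so that leaving it out favours such calls. With no filter on dim probe sets, the SAM-type test called 0 of the 49. The median log2 fold change of the 43 genes, by the brightest probe set of each, was 0.84 within labelling batch 1 and 1.82 within batch 2.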

**Table 1:** Gene Ontology: biological process – up-regulated genes in tolerant hearts compared to syngeneic controls

List Name	Total probes	Expected matches	Actual matches	Fold Enrichment	Binomial p-values
response to biotic stimulus	1353	22.64	61	2.69	1.16E-11
defense response	1275	21.33	53	2.48	3.86E-09
immune response	1166	19.51	50	2.56	3.87E-09
response to virus	108	1.81	12	6.64	3.04E-07
response to pest, pathogen or parasite	767	12.83	33	2.57	1.41E-06
response to other organism	782	13.08	33	2.52	2.13E-06
response to stimulus	3134	52.44	87	1.66	6.47E-06
JAK-STAT cascade	66	1.1	8	7.24	1.49E-05
protein kinase cascade	610	10.21	26	2.55	2.02E-05
response to pathogenic bacteria	24	0.4	5	12.45	4.27E-05
regulation of DNA binding	15	0.25	4	15.94	9.23E-05
I-kappaB kinase/NF-kappaB cascade	223	3.73	13	3.48	1.18E-04
nuclear transport	254	4.25	14	3.29	1.19E-04
nucleocytoplasmic transport	276	4.62	14	3.03	2.79E-04
response to pathogen	35	0.59	5	8.54	2.80E-04
maintenance of localization	38	0.64	5	7.86	4.15E-04
response to bacteria	59	0.99	6	6.08	4.63E-04
regulation of binding	23	0.38	4	10.39	5.38E-04
response to stress	1778	29.75	49	1.65	6.71E-04
T cell receptor signaling pathway	14	0.23	3	12.81	1.48E-03
immune cell mediated cytotoxicity	15	0.25	3	11.95	1.83E-03
negative regulation of protein import into nucleus	15	0.25	3	11.95	1.83E-03
negative regulation of transcription factor import into nucleus	15	0.25	3	11.95	1.83E-03
cytoplasmic sequestering of transcription factor	15	0.25	3	11.95	1.83E-03
cytoplasmic sequestering of protein	15	0.25	3	11.95	1.83E-03
negative regulation of nucleocytoplasmic transport	16	0.27	3	11.21	2.23E-03
negative regulation of protein transport	16	0.27	3	11.21	2.23E-03
inflammatory response	311	5.2	13	2.5	2.57E-03
cholesterol metabolism	140	2.34	8	3.42	2.61E-03
tyrosine phosphorylation of STAT protein	17	0.28	3	10.55	2.67E-03
regulation of NF-kappaB import into nucleus	17	0.28	3	10.55	2.67E-03
NF-kappaB import into nucleus	17	0.28	3	10.55	2.67E-03
antigen receptor-mediated signaling pathway	18	0.3	3	9.96	3.17E-03
nuclear export	115	1.92	7	3.64	3.34E-03
cell killing	19	0.32	3	9.44	3.71E-03
sterol metabolism	149	2.49	8	3.21	3.82E-03
detection of stimulus	63	1.05	5	4.74	4.12E-03
positive regulation of apoptosis	368	6.16	14	2.27	4.18E-03
positive regulation of programmed cell death	368	6.16	14	2.27	4.18E-03
detection of external stimulus	41	0.69	4	5.83	4.85E-03
detection of abiotic stimulus	41	0.69	4	5.83	4.85E-03
DNA metabolism	1205	20.16	33	1.64	4.94E-03
viral genome replication	42	0.7	4	5.69	5.29E-03
RNA export from nucleus	97	1.62	6	3.7	5.94E-03
nucleic acid transport	97	1.62	6	3.7	5.94E-03
RNA transport	97	1.62	6	3.7	5.94E-03
establishment of RNA localization	97	1.62	6	3.7	5.94E-03
caspase activation	44	0.74	4	5.43	6.25E-03
response to drug	44	0.74	4	5.43	6.25E-03
positive regulation of caspase activity	44	0.74	4	5.43	6.25E-03
lipid transport	131	2.19	7	3.19	6.78E-03
RNA localization	101	1.69	6	3.55	7.20E-03

**Table 2:** Up-regulated genes in tolerant hearts classified as *response to biotic stimulus*, *defense response*, and *immune response*

Probe ID	Gene Symbol	Gene Title	Also known as
1416111_at	Cd83	CD83 antigen	
1416295_a_at	Il2rg	interleukin 2 receptor, gamma chain	CD132
1416697_at	Dpp4	dipeptidylpeptidase 4	Cd26; THAM; Dpp-4
1459973_x_at	Dpp4		
1417056_at	Psme1	proteasome (prosome, macropain) 28 subunit, alpha	PA28a
1417189_at	Psme2	proteasome (prosome, macropain) 28 subunit, beta	PA28b
1417640_at	Cd79b	CD79B antigen	B29; Igb; Ig-beta
1418652_at	Cxcl9	chemokine (C-X-C motif) ligand 9	CMK; Mig; Scyb9; crg-10
1419282_at	Ccl12	chemokine (C-C motif) ligand 12	MCP-5; Scya12
1419684_at	Ccl8	chemokine (C-C motif) ligand 8	HC14; MCP-2; Scya8
1420089_at	Nfkbia	nuclear factor of kappa light chain gene enhancer in B-cells inhibitor, alpha	
1448306_at	Nfkbia		
1449731_s_at	Nfkbia		
1420788_at	Klrg1	killer cell lectin-like receptor subfamily G, member 1	MAFA; 2F1-Ag; MAFA-L
1420915_at	Stat1	signal transducer and activator of transcription 1	
1450033_a_at	Stat1		
1450034_at	Stat1		
1421578_at	Ccl4	chemokine (C-C motif) ligand 4	Act-2; Mip1b; Scya4; MIP-1B
1421818_at	Bcl6	B-cell leukemia/lymphoma 6	Bcl5
1421911_at	Stat2	signal transducer and activator of transcription 2	
1422005_at	Eif2ak2	eukaryotic translation initiation factor 2-alpha kinase 2	Pkr; tik; Prkr
1422028_a_at	Ets1	E26 avian leukemia oncogene 1, 5' domain	Tpl1; Ets-1
1422903_at	Ly86	lymphocyte antigen 86	MD1
1422962_a_at	Psmb8	proteosome (prosome, macropain) subunit, beta type 8 (large multifunctional peptidase 7)	Lmp7
1424208_at	Ptger4	prostaglandin E receptor 4 (subtype EP4)	EP4; Ptgerep4
1425396_a_at	Lck	lymphocyte protein tyrosine kinase	Hck-3; p56
1425548_a_at	Lst1	leukocyte specific transcript 1	B144
1426587_a_at	Stat3	signal transducer and activator of transcription 3	Aprf
1427689_a_at	Tnip1	TNFAIP3 interacting protein 1	Nef; ABIN; Naf; ABIN1
1427746_x_at	H2-K1	histocompatibility 2, K1, K region	H-2K; H2-K; MHC I;
1429272_a_at	Apol3	apolipoprotein L 3	
1433508_at	Klf6	Kruppel-like factor 6	FM2; FM6; Zf9; BCD1; CPBP; Copcb; Ierepo1; Ierepo3
1434438_at	Samhd1	SAM domain and HD domain, 1	Mg11
1435560_at	Itgal	integrin alpha L	Cd11a; LFA-1; Ly-15; Ly-21
1435710_at	Cd226	CD226 antigen	Pta1; PNAM1; TLiSA1
1435906_x_at	Gbp2	guanylate nucleotide binding protein 2	
1436562_at	Ddx58	DEAD (Asp-Glu-Ala-Asp) box polypeptide 58	RIG-I
1436779_at	Cybb	cytochrome b-245, beta polypeptide	Cgd; Nox2; gp91phox
1437304_at	Cblb	Casitas B-lineage lymphoma b	
1438052_at	Ptprc	protein tyrosine phosphatase, receptor type, C	Ioc; Ly-5; T200; CD45R; Lyt-4
1439034_at	Spn	sialophorin	Cd43; Ly48; Galgp
1439680_at	Tnfsf10	tumor necrosis factor (ligand) superfamily, member 10	TL2; Ly81; Trail; APO-2L
1439773_at	Ly6e	lymphocyte antigen 6 complex, locus E	Ly67; Tsa1; RIG-E; Sca-2; TSA-1
1439819_at	Ctsc	cathepsin C	DPP1
1440169_x_at	Ifnar2	interferon (alpha and beta) receptor 2	
1441026_at	Parp4	poly (ADP-ribose) polymerase family, member 4	PH5P; p193; Gm743; PARPL; VPARP; VAULT3; Adprtl1
1445897_s_at	Ifi35	interferon-induced protein 35	IFP35
1459151_x_at	Ifi35		
1448436_a_at	Irf1	interferon regulatory factor 1	

### Intragraft α1,3 galactosyltransferase gene expression

An additional factor that plays a key role in long-term graft survival is the level of expression of xenoantigens on the surface of the graft. Accommodation has been associated with a decrease in the expression level of incompatible carbohydrate antigens on highly vascularized grafts exposed to tolerable levels of allo- or xenoantibodies [27]. We therefore evaluated whether or not changes in expression level of the gene encoding for the gal carbohydrate occur in either the immediate or late post-transplant periods in our model of tolerance induction. Expression of the galactosyltransferase gene which encodes the target of rejection of wild type organs in this model was significantly reduced during the late post-transplant period (Fig. 4), suggesting that a reduction in the level of expression of the αGal epitope occurs on the graft at later time points post transplant. Lower levels of expression of the gal carbohydrate may therefore contribute to the maintenance of long-term tolerance in this model.

**Figure 4:**
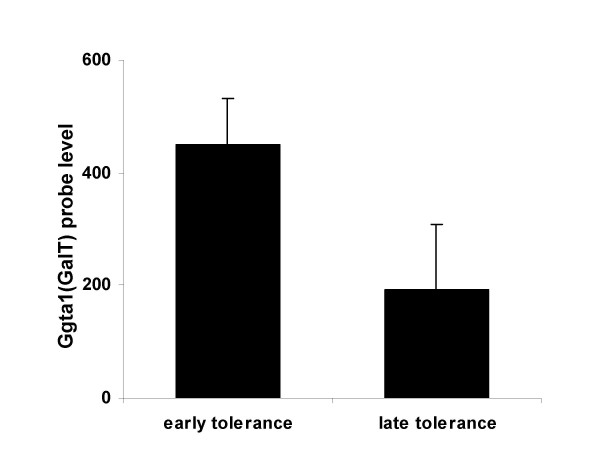
**Intragraft GalT expression changes in tolerant heart grafts**. Ggta1 (1418483_a_at) probe expression levels at early (day 10) and late (>2 months) time points in tolerant hearts, identified by microarray analysis. Standard deviations are shown as error bars.

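Ggta1, which encodes the enzyme that makes the αGal carbohydrate, differed by less between the groups on day 10 than between the grafts of a group. Its probe set was at 451 ± 81.5 (SD, n = 4) in GalT BMT grafts and 489 ± 93.2 (SD, n = 4) in syngeneic controls, a log2 fold change of -0.11 (standard error 0.19, limma adjusted p = 0.792). No GalT BMT array lay above or below all of the controls. The SAM-type test gave a q-value of 55.2%. The log2 fold change was -0.22 within labelling batch 1 and -0.0027 within batch 2. The late time point is not analysed here.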

### Validation of microarray results by real-time PCR

Real-time PCR was used to confirm the results obtained from the gene expression profiling studies. Four up-regulated genes and 3 down-regulated genes were selected for quantification of gene expression by real-time PCR. RNA from transplanted hearts isolated from GalT BMT groups (n = 4) and syngeneic control groups (n = 4) was used for this experiment. 

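On the day 10 arrays, Ptger4, Tnfsf10, Il2rg and Stat3 were at higher mean intensities in GalT BMT grafts than in syngeneic controls, and Cxcl12 and Hfe at lower ones. Il2rg, a receptor chain shared by several interleukins, was at 2139 ± 1095 (SD, n = 4) in GalT BMT grafts and 623 ± 124 (SD, n = 4) in syngeneic controls (log2 fold change 1.53, standard error 0.49, adjusted p = 0.194 from limma). Tnfsf10, a ligand of the TNF family that induces apoptosis, was at 279 ± 94.2 against 113 ± 34.2 (SD, n = 4 each) (log2 fold change 1.29, standard error 0.32, adjusted p = 0.165 from limma). Ptger4, a receptor for prostaglandin E, was at 830.4 ± 315 against 378 ± 80.3 (SD, n = 4 each) (log2 fold change 1.05, standard error 0.31, adjusted p = 0.181 from limma). Stat3, a transcription factor of cytokine signalling, was at 2266 ± 327 against 1443 ± 373 (SD, n = 4 each) (log2 fold change 0.67, standard error 0.18, adjusted p = 0.168 from limma).

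Cxcl12, a chemokine that acts on lymphocytes and progenitor cells, was at 1273 ± 140.2 against 1515 ± 116 (SD, n = 4 each) (log2 fold change -0.26, standard error 0.12, adjusted p = 0.307 from limma). Hfe, a regulator of iron uptake, was at 518 ± 93.2 against 617 ± 46.4 (SD, n = 4 each) (log2 fold change -0.27, standard error 0.15, adjusted p = 0.403 from limma). Each of these 6 genes lay outside the range of the controls, in the direction of its fold change, on 3 of 4 GalT BMT arrays. GalT BMT replicate 1 was the exception for Il2rg, at 511, below the controls. Limma called 0 of the 6 genes over all probe sets, and the first 4 had an unadjusted p under 0.05. The SAM-type test called the same 4 genes, and gave q-values of 16.9% for Cxcl12 and 21.7% for Hfe. Of the other probe sets for Stat3, the brightest had a log2 fold change of 0.16 (standard error 0.15, limma adjusted p = 0.607). The other bright probe set for Cxcl12 had -0.35 (standard error 0.17, limma adjusted p = 0.333), and that for Hfe had -0.57 (standard error 0.25, limma adjusted p = 0.287). The real-time PCR values are not analysed here.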

Real-time PCR results were found to correlate with the differential gene expression data obtained by the microarray analysis (Fig. 5). The sequences of primers used for real-time PCR validation are listed in Table 3.

**Figure 5:**
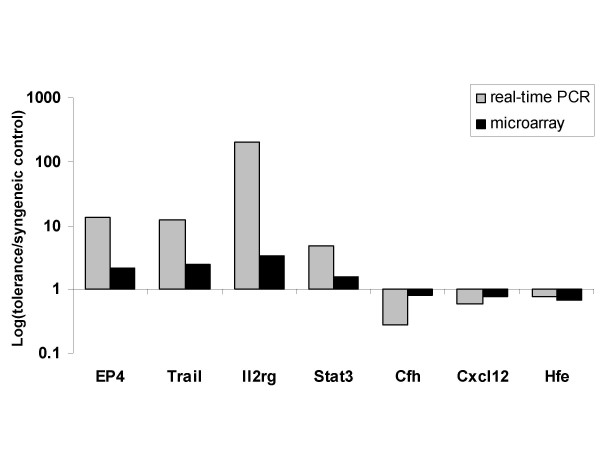
**Validation of microarray results by real-time PCR**. Selected genes (Ptger4, Tnsls10, Il2rg, Stat3, Cfh, Cxcl12, Hfe) in the early tolerance group (GalT BMT) compared to syngeneic controls were analyzed by real-time PCR to determine whether the data obtained by microarray analysis could be validated using an alternative technique. Relative cDNA expression levels were normalized with respect to GAPDH gene expression as internal control. Results are shown as the logarithmic value of mean fold-change of gene expression.

**Table 3:** Primer sequences used to identify gene transcript levels by real-time PCR

Gene Symbol		Sequence (5' -> 3')
lenti-porcine GalT	sense	GTT CGC TTC TCG CTT CTG TT
	antisense	CCA AAA CAC AAC CAT TAC AGT TGA G
Ptger4 (EP4)	sense	TAC TTC TAC AGC CAC TAC GTG GAC
	antisense	TGG TCC AGT CGA TGA AGC ACC AGG
Tnfsf10 (Trail)	sense	ACC ACG TGC TCT TTA GGA ATG GAG
	antisense	AGA CCA TCT TGG AAG CGT CTT CAG
Il2rg (CD132)	sense	GGT TGG AAC GAA TGC CTC CAA TTC
	antisense	GCA GAA CCG TTC ACT GTA GTC TGG
Stat3	sense	GCA AAG AGT CAC ATG CCA CGT TGG
	antisense	AGA TAC CTG CTC TGC AGA AAC TGC
Cfh	sense	AAG GTG GCA GTC ATT ACC TCG CTG
	antisense	GTT CAT GAC TGC TGG ACT CAA TGG
Cxcl12	sense	CGC TCT GCA TCA GTG ACG GTA AAC
	antisense	CTT CAG CCG TGC AAC AAT CTG AAG
Hfe	sense	TCT CTA AGG TGT CAG GCT CTG GAC
	antisense	TGT CAG CCA GCC TTG ATA GGT CTC
Foxp3	sense	TCC AGA GAG AAG TGG TGC AGT CTC
	antisense	GTG GCT ACG ATG CAG CAA GAG CTC
Hmox1 (HO-1)	sense	ACA GAT GGC GTC ACT TCG TCA GAG
	antisense	ACT GCC ACT GTT GCC AAC AGG AAG
Bcl2	sense	GAT GCC TTT GTG GAA CTA TAT GGC
	antisense	AGG TAT GCA CCC AGA GTG ATG CAG
Tnfaip3 (A20)	sense	CTA AGC CAA CGA GTA GGT TCT GTG
	antisense	CCA TAC ATC TGC TTG AAC TGG TAG
GAPDH	sense	GGC ATG GAC TGT GGT CAT GAG
	antisense	TGC ACC ACC AAC TGC TTA GCC

## Discussion

An understanding of the systemic and intragraft gene expression changes that promote immune modulation and long term graft survival may provide insight into new ways to achieve tolerance. One of the most well-studied methods for inducing tolerance is by the induction of chimerism in Gal KO mice [3-7]. These mice do not express the galactosyltransferase that is responsible for gal carbohydrate expression and produce high levels of anti-gal antibodies after immunization [28]. As gal knockout mice age, they naturally produce anti-α Gal antibodies at levels that are sufficient to cause delayed rejection of wild type mouse hearts [29]. Anti-gal xenoantibodies induced after immunization are capable of initiating hyperacute rejection of gal^+ ^hearts [28]. This small animal model is extensively used to study xenoantibodies to grafts that express the gal carbohydrate, the major antigen responsible for initiating xenograft rejection. Chimerism for the gal carbohydrate can be achieved in a number of ways and results in tolerance to wild type gal^+ ^heart grafts [3-7].

The mechanisms by which tolerance can be achieved after the induction of chimerism include systemic changes such as B cell hyporesponsiveness, initially due to anergy, and receptor editing or clonal deletion which occur later [9]. Regulatory T cells can also contribute to long-term graft survival [30]. Our laboratory has been interested in studying the induction of chimerism using lentiviral vectors to express the galactosyltransferase gene in the bone marrow. In this model, systemic events associated with tolerance induction similarly include receptor editing and/or clonal deletion [7]. Cytoprotective IgG2b antibodies [7] and elevated levels of cytoprotective genes HO-1 and A20 that contribute to graft accommodation [11,31] were not induced at levels higher than those identified in syngeneic transplant controls [21]. Data similar to ours was recently reported in a clinical study which showed that protective genes Bcl-2 and A20 were not induced in human cardiac biopsies taken at 0–2 months from non-rejecting grafts, however these genes were shown to be induced at later times (>10 months post-transplant) [32]. The time between transplantation and gene expression analysis may therefore be an important consideration. Cytoprotective genes were, however, induced at early timepoints in the rejecting grafts in our study. This finding is consistent with prior reports that A20 and/or HO-1 are upregulated in response to immune injury during acute rejection of renal, heart and lung allografts [32-34]. These gene products have anti-inflammatory and anti-apoptotic functions which may be produced in an attempt to protect grafts from injury [35-37]. Expression of the gene encoding the gal carbohydrate, in contrast, was significantly reduced in tolerant hearts. Similar findings have been reported in models of accommodation where expression of endothelial carbohydrate antigens declines post-transplantation [27]. The level of expression of the gal carbohydrate influences not only the antibody response, but impacts the cellular immune response. NK cells have receptors that recognize the α Gal epitope, and this recognition may contribute to the induction of a cellular immune response in the post-transplant period [38,39].

The gene expression profile associated with tolerance induction may be a key predictor of graft outcome. Within the past few years, microarray technology has been applied to identify gene expression changes that distinguish tolerance and rejection in various models. Although the conditions under which tolerance is induced are not uniform, the source of cells or tissues varies, the biostatistical analysis differs and the software used in studies from other laboratories varies, differential gene expression in stress-activated pathways and immune response genes tends to distinguish tolerant grafts from controls [21,22,40-43]. Our results are strikingly similar to those reported from two other laboratories who identified a small number of genes that were associated with the induction and maintenance of tolerance to liver grafts in rodents. The genes that were common to the molecular signature of tolerance in these three studies included STAT-1, IRF-1, Gpb2 and several chemokines [42,43]. 

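In the day 10 heart grafts of this study, Irf1, Gbp2 and several chemokines stood higher on 3 of the 4 GalT BMT arrays than on any control. Irf1, a transcription factor induced by interferon-gamma, was at 2948 ± 1322 (SD, n = 4) in GalT BMT grafts and 801 ± 158 (SD, n = 4) in syngeneic controls (log2 fold change 1.72, standard error 0.39, adjusted p = 0.165 from limma). Gbp2, a guanylate-binding protein, was at 3078 ± 1808 against 531 ± 56.8 (SD, n = 4 each) (log2 fold change 2.13, standard error 0.61, adjusted p = 0.176 from limma).

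Among chemokines, Cxcl9 was at 3620.2 ± 2502 against 130.4 ± 57.5 (SD, n = 4 each), with a standard error of 1.20 on the log2 scale (limma adjusted p = 0.188). Ccl5, which attracts T cells and monocytes, was at 2361 ± 1633 against 165 ± 15.3 (SD, n = 4 each) (log2 fold change 3.15, standard error 0.84, adjusted p = 0.168 from limma). Ccl8, a monocyte chemoattractant, was at 2886 ± 1711 against 366 ± 79.8 (SD, n = 4 each) (log2 fold change 2.50, standard error 0.70, adjusted p = 0.173 from limma). The 25 measured chemokines rose as a list, with a median log2 fold change of 0.80 (camera adjusted p = 1.66e-04, and adjusted p = 0.413 with an estimated correlation). Of these chemokines, 12 were higher and 1 was lower when adjusted over the list alone, and 4 of the chemokines listed are in Table 2. At an unadjusted p under 0.05, 12 were higher and 1 was lower, and the SAM-type test called 12 higher. The list's median on GalT BMT replicate 1 was -0.12 relative to the mean of the controls, against 0.75 to 1.59 on the other 3 arrays, and markers of T cells (-0.39, against 3.02 to 3.52) and of macrophages (-0.53, against 0.98 to 1.22) moved with it. The median log2 fold change of the chemokines was 0.13 within labelling batch 1, which holds GalT BMT replicate 1, and 1.40 within batch 2. Smaller medians and lost calls in batch 1 cannot be told apart from the low values on that array. Within batch 1, most of the MHC class II, chemokine, macrophage, dendritic cell, apoptosis and immediate early lists lost their call. Limma over all probe sets called 0 of the chemokines, Irf1 and Gbp2, whereas the SAM-type test called Irf1, Gbp2 and Cxcl9. On GalT BMT replicate 1, Irf1 was at 988, Gbp2 at 481 and Cxcl9 at 79.7, each within the range of the controls. Without that array, limma called all 3, with adjusted p between 3.35e-06 for Gbp2 and 2.71e-05 for Irf1. Because that array stood apart in these same 3 genes, leaving it out favours their calls, which are not independent evidence. The chemokine median without GalT BMT replicate 3 was 0.53. From the transcripts induced early in tolerant heart and liver grafts, and later in blood leukocytes of tolerant liver recipients, the paper proposes that a pathway to apoptosis that includes IRF-1 may matter for bringing about and keeping tolerance.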

STAT-1 and IRF-1 are the two key transcripts that play a role in the pathway that links IFN-γ signalling to the induction of apoptosis [44,45]. The fact that these transcripts were induced in the early stages of tolerance to heart and liver grafts [42] and in the PBL of tolerant recipients of liver grafts at 100 days post-transplantation [43] suggests that the STAT-1/IRF-1 apoptotic pathway may be important in the induction and maintenance of graft tolerance. The data from our lab and others suggests that the tolerant graft itself responds on a continuous basis to the environment around it.

Tolerance to pig organs is a long-term goal in the field of xenotransplantation. Whether this is achieved by introduction of new genes in the donor organs prior to transplantation, or by the development of methods that adequately suppress the immune response to porcine xenoantigens, gene expression profiling of tolerant grafts is providing new insight into the mechanisms by which tolerance is achieved and maintained. An improved understanding of the similarities and differences in intragraft gene expression profiles that are associated with tolerance induced by various approaches and a clear statement of the methods used for the analysis of the data should allow new opportunities to identify common parameters in intragraft gene expression profiles in tolerant grafts. In addition, the development of accurate, targeted and reliable tests for gene expression in graft biopsies may someday be available for use in clinical transplantation as a means to monitor graft survival.

## Conclusion

In this study, we have described the intragraft gene expression changes that associate with the induction of tolerance to the αGal carbohydrate. Although the cytoprotective genes HO-1, Bcl2 and A20 were not induced in the early stages of tolerance induction in this model, genes associated with stress and immunity were up-regulated. This result suggests that the tolerant graft itself responds on a continuous basis to the environment around it. The reduction of αGal carbohydrate gene expression over time in tolerant grafts indicates the possibility of adaptation of the graft. An improved understanding of the similarities and differences in intragraft gene expression profiles that are associated with tolerance induced by various approaches and a clear statement of the methods used for the analysis of the data should allow new opportunities to identify common parameters in intragraft gene expression profiles in these grafts.

## Methods

### Mice

Gal T^-/- ^mice homozygous for the targeted disruption in the GalT gene do not express the αGal epitope and produce anti-αGal-reactive antibodies in their serum. GalT^-/- ^mice were backcrossed 10 times using C57BL/6 mice (Jackson Laboratory, Bar Harbor, ME) and were obtained from Dr. A. d'Apice (St Vincent's Hospital in Melbourne, Australia). The mice used for these experiments were 12 to 16 weeks age at the time of heart transplantation. All animals received humane care in compliance with the Principles of Laboratory Animal Care, formulated by the National Society for Medical Research, and the Guide for the Care and Use of Laboratory Animals, prepared by the National Institutes of Health.

### Transplantation of bone marrow cells transduced by lentiviral vectors

A nonmyeloablative regimen was used to establish chimerism by transplantation of bone marrow cells transduced with a lentiviral vector expressing porcine α1,3 galactosyltransferase, as previously described [7]. Briefly, bone marrow cells were flushed from the femurs of GalT^-/- ^mice and were transduced with a lentiviral vector expressing the porcine α1,3 GalT gene. Recipient mice were matched for age and anti-αGal Ab levels prior to bone marrow transplantation (BMT). Mice were sublethally irradiated with 3 Gy of whole-body irradiation using a ^137^Cs irradiator. Transduced bone marrow cells (2.7 × 10^7 ^to 5.0 × 10^7 ^cells) were administered by tail vein injection to recipient GalT^-/- ^mice within 48 hours after irradiation.

### Heterotopic heart transplantation

Intra-abdominal heterotopic heart transplantation was performed at 2 to 4 weeks after BMT [46]. Heart grafts from C57BL/6 mice were transplanted into GalT BMT mice (n = 6), C57BL/6 syngeneic control mice (n = 8), and GalT^-/- ^mice that did not receive a BMT to induce chimerism (n = 6). Mice were anesthetized with 1.5 to 2.0% Isoflurane. The heart grafts from C57BL/6 mice which were transplanted to GalT^-/- ^mice in the absence of a BMT to achieve chimerism were rejected at an average of 12.8 days after transplantation. Graft function was monitored daily by palpation. At day 10 post heart transplantation, recipient mice were euthanized for examination. Tolerance at early and late time points was compared by isolation of hearts at Day 10 (n = 6) and at >2 months post-heart transplantation (n = 3). Matched syngeneic control mice were examined at early and late time points (n = 8, n = 3 each). The RNA was extracted from the graft tissue and microarray data were used to compare gene expression at the early and later time points.

### RNA extraction from heart graft samples

The graft heart tissues for RNA extraction were immediately frozen and kept at -80°C. RNA was isolated and purified using an RNeasy Fibrous Tissue Mini Kit (Qiagen, Valencia, CA) according to manufacturer's instructions. Optical density was measured by spectrophotometry at 260 and 280 nm, and integrity of total RNA was confirmed by agarose gel electrophoresis.

### Microarray target preparation and hybridization for Affymetrix GeneChips

Affymetrix GeneChip Mouse 430 2.0 Expression Arrays were used for this study. Two μg of tRNA was reverse transcribed using a T7-Oligo(dT) primer. Second-strand cDNA was purified and used as a template for *in vitro *transcription (IVT). IVT with T7 RNA Polymerase and biotin yielded labeled cRNA targets that were then fragmented and 10 μg hybridized to the GeneChip. These procedures were performed by the USC/CHLA Genome Core, Department of Pathology, Childrens Hospital Los Angeles according to the manufacturer's protocol (Affymetrix, Santa Clara, CA).

### Microarray data analysis

The processed image file of the Affymetrix Mouse 430v2 array contained over 45000 probe sets covering approximately 39000/34000 transcripts/genes [47]. The probe set level data were analyzed with the dChip software [48]. Values deemed "present' using the PM/MM correction model with single probe rejection were considered further. The algorithm "Significant Analysis of Microarrays (SAM)" which uses a permutation test to set the "no-change" expression threshold, selecting genes that showed statistically significant differences for each condition. The program generated a false positive rate or a q-value for each gene for the replicated samples using a nearest neighbor metric. This test creates a set of individual genes that are differentially expressed for each ligand-time condition. To note the enrichment of a particular gene annotation from the list of differentially expressed genes determined to be statistically significant (p < 0.01), we used the hypergeometric distribution formula. The gene ontology was obtained from the L2L database [49]. We selected the gene attribute "biological process" as described by the Gene Ontology Consortium [50] for subgroup enrichment. We elected to use dChip, SAM, and L2L software packages as they are available free of charge to facilitate the comparison of our data with that obtained by other investigators interested in the identification of genes expressed in tolerant grafts. The microarray data used in this study was deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) [51] with accession numbers GSM179880 through GSM 179573. The microarray data are also available in a series with accession number GSE 7424.

### Quantitative real-time PCR

Total RNA was reverse-transcribed into cDNA (Omniscript RT Kit, Qiagen, Valencia, CA). Quantitative real-time PCR was performed using an ABI PRISM 7700 Sequence Detector (Perkin Elmer, Foster City, CA) and a Quantitect SYBR Green PCR Kit (Qiagen, Valencia, CA) according to manufacturer's protocol. PCR amplification was performed at 95°C for 15 min followed by 45 cycles of 95°C for 15 sec, 56°C for 30 sec, and 72°C for 30 sec. Each PCR was performed in triplicate. Samples were electrophoresed on a 1.5% agarose gel to confirm that nonspecific amplification did not occur. Results were expressed relative to the housekeeping gene, glyceraldehyde-3-phosphate dehydrogenase (GAPDH). Oligonucleotides used as primers in this study are shown in Table 3.

## List of abbreviations

All abbreviations are defined at their first appearance in the text, and in the legends of tables and figures, as follows:

αGal – Galα1,3Galβ1,4GlcNac-R

GalT – α1,3 galactosyltransferase

GalT^-/- ^– gal knockout

NF-κB – nuclearfactor kappa B

BMT – bone marrow transplantation

HO-1 – heme oxygenase-1

SAM – significant analysis of microarrays

Gene Ontology – GO

IVT – *in vitro *transcription

NCBI – National Center for Biotechnology Information

GEO – Gene Expression Omnibus

## Authors' contributions

TD performed the heart transplants, prepared the RNA, was responsible for the real-time PCR and the microarray data analysis, and drafted the manuscript. MM transduced the bone marrow cells and produced the bone marrow chimeras. DM analyzed the gene expression arrays and provided suggestions for the statistical analysis of the microarray data. JME provided the RNA for the PCR used to identify gene expression at >2 months post-transplant. MKJ designed the study, participated in its coordination, and made major contributions to the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

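The data are expression values from 8 Affymetrix mouse expression arrays, 1 for each heart graft taken on day 10 after transplantation, 4 from GalT BMT recipients and 4 from syngeneic control recipients. Groups and replicate numbers were taken from the sample labels, in which the mice were 12 to 16 weeks old. The authors computed the deposited intensity values with dChip, from perfect match and mismatch probes with single probe rejection, and normalized them between arrays. They are linear values, 1 for each of 45101 probe sets on each array, and run from 2.02 to 11646.8. The calls of presence that the authors filtered on and the SAM software that they ran were not used here. Real-time PCR, late grafts, rejecting grafts and histology are not analysed here. Some genes that the paper names are not reported here. The number of arrays limits the precision.

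The log2 medians of the arrays span 0.105, so no further normalization was applied. Values under 4.96, the 10th percentile, were raised to it before taking log2. The 64 array control probe sets were left out, as were the 18015 other probe sets with the lowest mean log2 value, 40% of 45037, which left 27022. The TrpnX controls, which are not spiked, ran from 2.02 to 20.8, and fold changes of genes at that level in a group, such as Cd3e, Cd226, Il2rb and Xist, depend on this background. Gene symbols came from the array's probe table, in which 34920 probe sets had 1 symbol, 895 had several and 9286 had none, and 1049 symbols were updated to the current RefSeq name. For the probe sets of Table 2 and Fig. 4 the symbol given there was used.

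Groups were compared with limma 3.58.1 in R 4.3.3 (empirical Bayes with an intensity trend), with Benjamini-Hochberg adjustment over the 27022 probe sets, an adjusted p under 0.10 and the fold thresholds of the methods, above 1.5 or below 0.75. Fold changes are differences of mean log2 values. A SAM-type permutation test, written for this purpose, used all 70 relabellings of the arrays, a fudge constant of 0.0828, an estimated null share of 0.686 and a q-value of 10%. Lists of genes were tested with limma's camera on the brightest probe set of each gene, with a preset correlation of 0.01 and an adjusted p under 0.05 over 39 lists with at least 3 members tested. They cover immune and signalling pathways, metabolism, cell cycle, transcription, and markers of leukocytes, graft cell types and neighbouring tissues. The genes of Table 2 had been planned as 1 more list. They were left out of the list tests after the results had been seen, because the table lists fewer genes than the text counts, so that the adjustment over lists covers 39 in place of 40. Medians within a batch are over the probe sets chosen on all 8 arrays, and calls within a batch are over those brightest in that batch. Exact permutation tests were two-sided and can reach a p of 0.0286 at the lowest with 4 arrays against 4.

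The lists, thresholds, comparisons and most alternatives were fixed before the data were examined. The genes named are those the paper names, the 15 called genes with the largest change in each direction whose groups do not overlap, and in each list the 4 members with the smallest adjusted p and the 2 with the highest level. Values in the tables and figures of the paper had been seen by then. Because limma called 0 probe sets on all 8 arrays, the rule on the 15 called genes named none. The alternatives were quantile normalization, median centring, floors at percentiles 1 and 20, no filter on dim probe sets or one on the lowest 60%, the SAM-type test, array weights, robust empirical Bayes, a replicate block, age as a covariate, leaving out each array, other thresholds, camera with an estimated correlation, fry, the mean of all probe sets of a gene, and other probe sets of the genes named by the paper.

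The added alternatives, and the probe set of Xist that is named, were chosen after the data were seen. The bacterial poly-A controls split the arrays into replicates 1 and 2 and replicates 3 and 4 of both groups, and this labelling batch was used as a block and for fits within each batch. The remaining additions were the fit without GalT BMT replicate 1 with the batch as a block, and the SAM-type test with no filter. That GalT BMT replicate 1 stands apart was also seen only in the data, although leaving out each array had been planned.

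The tests were checked on simulated data with 4 arrays against 4, in which 200 of 27022 probe sets were changed. Limma recovered 68% of the changes of 1 and 95% of the changes of 2 on the log2 scale, and 6.86% of its 175 calls were false. The SAM-type test recovered 63% and 95%, and 7.06% of its 170 calls were false. With no change simulated, they made 0 and 1 calls. On the real arrays limma did not call Cd3e, at a log2 fold change of 4.54 (adjusted p = 0.166). The shares recovered therefore hold for the simulated data only. The list that was shifted in the simulation was called by camera with either correlation and by fry, and 0 of the 38 other lists were called.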

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

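The tests of exchanged labels, of RNA quality, of a single wrong label and of the sources of Xist were chosen after the results were seen.

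In 64 groups of 4 arrays, the gap between the farthest array and its nearest neighbour, divided by the range of the group, went beyond Dixon's 95% critical value in 11, where chance marks about 1 in 20 groups, or 3.2. In 8 of the 11 the array that stood apart was GalT BMT replicate 1. The ratio was 0.889 for the median of interferon-gamma-inducible genes, 0.8291 for MHC class I genes, 0.872 for T cell markers, 0.834 for NK and cytotoxic cell markers, 0.925 for Il2rg, 0.900 for Irf1, 0.856 for Gbp2 and 0.899 for Cxcl9.

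An exchange of labels with a control would leave a control with high interferon-gamma-inducible genes, and the highest control median was 0.136, against 2.68 to 3.03 on the other 3 GalT BMT arrays, although the split that exchanges replicate 1 with syngeneic control replicate 2 (interferon-gamma median 0.07) parts 4362 probe sets completely, against 1917 as labelled. Lower RNA quality would lower many transcripts on replicate 1. On it, 0.151% of 5973 probe sets of medium brightness lay more than 1.5 log2 units below the control mean. The share was 0.268% to 0.536% on the other GalT BMT arrays and 0.0502% to 0.117% on the controls, which enter that mean themselves. The log2 3' to 5' ratios of Gapdh and beta-actin on replicate 1 (0.69 and 1.14) were the highest of the 8 arrays. The share was so small on every array that it cannot decide, and lower RNA quality stays open. A single wrong label, or an exchange with a sample from outside the series, also stays open, as does a graft that differed. Replicate 1 lay beyond the controls on the side of the other 3 GalT BMT arrays at 31.1% of the 6164 probe sets that part these from the controls. A control held out in the same way did so at 17.7% to 28.7%, apart from syngeneic control replicate 2 at 59.1%. The shares were taken over different probe sets, 5465 to 7381 for a held-out control, so that they are not like for like. No biological explanation was tested.

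Xist, the RNA that coats the inactive X chromosome of XX cells, had a mean intensity at least 121-fold higher in GalT BMT grafts than in controls, with control values under 4.96 raised to it (659.6 ± 488 against 4.18 ± 2.14 (SD, n = 4 each)), although all of the samples are labelled male. It was high on GalT BMT replicates 2, 3 and 4 (1166, 820.3 and 649) and at 2.89 on replicate 1. The paper does not report it. Hearts from female donors would lack Y-linked transcripts, and without GalT BMT replicate 1 the median log2 fold change of Kdm5d, Uty and Eif2s3y was -0.50, where a loss would lie below -2. XX cells that came with the leukocytes may be a candidate source. In 0 of 8 arrays was Xist above all controls without the T cell markers, or the reverse, but any other source confined to the same 3 grafts would give that too.

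Syngeneic control replicate 2 stood apart from the other controls in the medians of fatty acid oxidation genes (ratio 0.851), TCA cycle genes (0.905) and cytoprotective and antioxidant genes (0.948). T cell markers, which the paper does not discuss as a group, had a median log2 fold change of 2.43 between GalT BMT grafts and controls. Cell cycle genes, which the paper does not discuss either, had a median of 1.15.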

How the results depend on the processing

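The alternatives with the labelling batch, the one without GalT BMT replicate 1 that also blocks the batch, and the SAM-type test with no filter were added after the results were seen, as were fry and the estimated correlation without GalT BMT replicate 1.

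Limma called 0 probe sets higher and 0 lower, with 4618 at an unadjusted p under 0.05, and the same counts of 0 came with quantile normalization, median centring, both other floors, the filter on the lowest 60%, robust empirical Bayes, age as a covariate, the other thresholds and the labelling batch block (3319 to 5244 at an unadjusted p under 0.05). The replicate block also gave 0 and 0 (4916 at an unadjusted p under 0.05), and the numbers do not pair the samples, since the correlations of the deviations of arrays with the same number were 0.24, -0.08, 0.35 and -0.04. With no filter on dim probe sets limma called 1 probe set higher and 2 lower (0 and 1 genes). The SAM-type test called 1421 and 1075 (1029 and 784 genes), 1414 and 1067 (1025 and 776 genes) with ratios of arithmetic means, and 0 and 2 (0 and 1 genes) with no filter. Array weights gave 2668 and 3068 (1806 and 2063 genes). Leaving out 1 array gave 0 to 2138 higher and 0 to 1645 lower (0 to 1445 and 0 to 1092 genes), with calls only without GalT BMT replicate 1 (2138 and 1645) and without syngeneic control replicate 2 (1059 and 776), which had the lowest array weights (0.345 and 0.384). Within batch 2 limma called 3121 and 2769 (2101 and 1818 genes), within batch 1 it called 0 and 0 (684 at an unadjusted p under 0.05), and without GalT BMT replicate 1 with the batch as a block 2215 and 1695 (1510 and 1141 genes). Of the 55 probe sets of Table 2 and Figs. 2, 4 and 5, limma called 0, the SAM-type test 49 (50 with arithmetic means), array weights 48, limma without 1 array 0 to 49, within batch 2 50, and without GalT BMT replicate 1 with the batch as a block 49. Of the 54 other probe sets of the same genes limma called 0.

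Camera called 23 of 39 lists, 20 to 26 under the alternatives that keep its preset correlation and both batches, and 16 and 23 within batches 1 and 2. With an estimated correlation it called 0 lists (lowest adjusted p = 0.413) and fry called 0 (lowest adjusted p = 0.129), although the medians do not change by construction: 2.12 for interferon-gamma-inducible genes, 0.23 for JAK-STAT, 0.12 for transcription and RNA processing, -0.22 for oxidative phosphorylation (fry adjusted p = 0.170), -0.37 for fatty acid oxidation and -0.28 for the TCA cycle (fry adjusted p = 0.132). The fry adjusted p without GalT BMT replicate 1 was 6.63e-05 for interferon-gamma-inducible genes, 5.64e-04 for JAK-STAT, 0.0437 for transcription and RNA processing, 0.0459 for oxidative phosphorylation, 0.0394 for fatty acid oxidation and 0.0342 for the TCA cycle, and the lowest adjusted p with an estimated correlation was 0.0709, so that camera in this form still called 0 lists. Replicate 1 lay at -0.11 in the interferon-gamma list, so that leaving it out favours a low p for that list. The transcription and RNA processing list also lost its call with the mean of all probe sets of a gene (median 0.11, adjusted p = 0.176), within batch 1 (median 0.0697, adjusted p = 0.198) and without GalT BMT replicate 1, its medians without 1 array running from 0.10 to 0.17. The TCA cycle list lost it within batch 1 (median -0.0768, adjusted p = 0.0530). Hmox1, never called, changed sign, to -0.0643 with quantile normalization, -0.0968 with age as a covariate, -0.48 within batch 1, and from -0.14 to 0.22 without 1 array, and Bcl2 changed sign within batch 1, to -0.11. The batches hold fewer arrays than the whole, batch 1 holds GalT BMT replicate 1, and the cause of the other changes was not tested. Signal near the floor limits dim transcripts such as Foxp3, which lies under the filter.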

Differences from the paper's values

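The labelling batch and the SAM-type test with no filter were chosen after the values were seen.

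The paper reports 535 probe sets as up-regulated, where limma called 0 at the same fold thresholds and at an adjusted p in place of the SAM q-value. For genes the paper's count is 465 and the count here 0. Down-regulated are 311 probe sets in the paper and 0 here, and 272 genes in the paper and 0 here. At an unadjusted p under 0.05, 4618 probe sets were on one side or the other. Of the alternatives set before the data were examined, none gave a count within 1.5 times the paper's in any of the 4. The closest in setting to the paper's test is the SAM-type test, with 1421 probe sets and 1029 genes higher and 1075 probe sets and 784 genes lower, and with ratios of arithmetic means 1414 and 1025, and 1067 and 776. Without GalT BMT replicate 1 the counts were 2138 and 1445, and 1645 and 1092, without syngeneic control replicate 2 they were 1059 and 809, and 776 and 590, and with array weights 2668 and 1806, and 3068 and 2063. The others of these alternatives gave 0 to 2. Of the additions, the SAM-type test with no filter, chosen after the values were seen, gave 0 higher and 2 lower and called 0 of the 55 probe sets of Table 2 and the figures. The paper filtered on calls of presence, which were not used here.

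The paper describes the genes of Table 2 as up-regulated. All 49 probe sets had a higher mean in GalT BMT grafts and limma called 0 of them, whereas the SAM-type test called 48, leaving out Tnip1, and limma without GalT BMT replicate 1 called 48, leaving out Bcl6. The paper describes Cxcl12 and Hfe as down-regulated. Both had a lower mean here, with log2 fold changes of -0.26 and -0.27, and neither passed limma (adjusted p = 0.307 and 0.403) nor the SAM-type test (q-values of 16.9% and 21.7%) nor any alternative. With array weights Cxcl12 had an adjusted p of 0.0398 and a fold change that missed the threshold (log2 fold change -0.35), and over the alternatives set before the data were examined its adjusted p ran from 0.0398 to 0.575.

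From histology, the paper judges a substantial contribution of infiltrating immune cells to the changes in gene expression to be improbable. On the arrays, T cell and NK cell markers were higher on 3 of 4 GalT BMT grafts, with median log2 fold changes of 2.43 and 2.58 over all 4 (limma adjusted p = 0.166 for Cd3e). The histology is not analysed here. The paper states from real-time PCR that A20 was not increased in tolerant grafts. On the arrays its gene, Tnfaip3, had a log2 fold change of 1.38 (limma adjusted p = 0.193) by its brightest probe set and of -0.21 (limma adjusted p = 0.765) by the other, which goes with the paper. The brightest was called by the SAM-type test (q-value 6.18%), with array weights, without GalT BMT replicate 1 (with or without the batch as a block) and within batch 2. Hmox1 and Bcl2, which the paper describes in the same way, were not called on all 8 arrays by limma or the SAM-type test. For Bcl2 this holds for its brightest probe set. Another of its probe sets had a wider difference, given below, above the controls on 3 of 4 GalT BMT arrays, and limma did not call it. Within batch 2, an alternative chosen after the values were seen, limma called the brightest probe set of Bcl2 (log2 fold change 0.75), and the sign of this probe set changed within batch 1.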

Other observations

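The medians within batches, the test of dilution, and the counts of splits for limma and for lists were chosen after the results were seen, and the count of splits for the SAM-type test was planned.

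Cell cycle genes rose as a list in GalT BMT grafts. The 30 measured genes had a median log2 fold change of 1.15 (camera adjusted p = 1.12e-09, and adjusted p = 0.413 with an estimated correlation), 0.44 within labelling batch 1 and 1.87 within batch 2. On GalT BMT replicate 1 the median was 0.05 relative to the mean of the controls, against 1.04 to 2.26 on the remaining 3 arrays, and T cell markers moved with it (-0.39 against 3.02 to 3.52). Mcm7, a subunit of the helicase that starts DNA replication, lay above the controls on 4 of 4 arrays, at 629 ± 191 against 333 ± 56.4 (SD, n = 4 each) (log2 fold change 0.89, standard error 0.21, adjusted p = 0.165 from limma). Rrm2, which makes deoxyribonucleotides, did so too, at 483 ± 318 against 119 ± 41.6 (SD, n = 4 each) (log2 fold change 1.83, standard error 0.47, adjusted p = 0.165 from limma), and Birc5, a regulator of cell division, was at 494 ± 307 against 88.7 ± 66.1 (SD, n = 4 each) (log2 fold change 2.43, standard error 0.63, adjusted p = 0.166 from limma). Limma over all probe sets called 0 of the list, with 22 higher at an unadjusted p under 0.05, 24 higher and 0 lower when adjusted over the list alone, and 18 called by the SAM-type test. The 26 apoptosis genes rose as a list with a median of 0.25 (camera adjusted p = 0.0154, and adjusted p = 0.413 with an estimated correlation), 0.17 and 0.33 within batches 1 and 2, a call lost without GalT BMT replicate 4 (adjusted p = 0.0548) and without syngeneic control replicate 2 (adjusted p = 0.146). Limma called 0 of them over all probe sets, with 7 higher and 1 lower at an unadjusted p under 0.05, 3 higher and 0 lower when adjusted over the list alone, and 3 called by the SAM-type test. Relative to the mean of the controls, the apoptosis median was -0.12 on GalT BMT replicate 1, below the controls (-0.07 to 0.10). It was 0.24 to 0.55 on the remaining 3 arrays, so that T cell markers moved with this list too. Bcl2l11, which promotes apoptosis, was at 1706 ± 127 against 1188 ± 32.2 (SD, n = 4 each) (log2 fold change 0.52, standard error 0.10, adjusted p = 0.165 from limma), above the controls on 4 of 4 arrays.

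Cytoprotective and antioxidant genes (25 measured) had a median of 0.21 (camera adjusted p = 0.0103, and adjusted p = 0.413 with an estimated correlation), a call lost without GalT BMT replicate 4 (median 0.14, adjusted p = 0.0825), a median of 0.34 without syngeneic control replicate 2, and medians of 0.03 and 0.51 within batches 1 and 2, with the call lost in batch 1 (adjusted p = 0.840). Within this list, Gclc, an enzyme of glutathione synthesis, lay above the controls on 4 of 4 arrays, at 466 ± 48.6 against 331 ± 32.8 (SD, n = 4 each) (log2 fold change 0.49, standard error 0.14, adjusted p = 0.173 from limma). Of the cytoprotective genes that the paper followed by real-time PCR, Tnfaip3, an inhibitor of NF-kappaB, was at 410.1 ± 231 against 133 ± 14.1 (SD, n = 4 each) on the arrays, with a standard error of 0.44 on the log2 scale, and at 121 on GalT BMT replicate 1. Its other probe set had a log2 fold change of -0.21 (limma adjusted p = 0.765). Hmox1, which breaks down heme, was at 302 ± 105 against 289 ± 55.0 (SD, n = 4 each) (log2 fold change 0.01, standard error 0.26, adjusted p = 0.981 from limma), and Bcl2, an inhibitor of apoptosis, at 553 ± 231 against 425 ± 103 (SD, n = 4 each) by its brightest probe set (log2 fold change 0.32, standard error 0.29, adjusted p = 0.611 from limma). Of the 4 other probe sets for Bcl2, the one with the widest difference had a log2 fold change of 1.12 (standard error 0.28, limma adjusted p = 0.165), above the controls on 3 of 4 arrays. C2, a complement protease, lay above the controls on 4 of 4 arrays, at 393 ± 223 against 66.9 ± 15.3 (SD, n = 4 each) (log2 fold change 2.26, standard error 0.54, adjusted p = 0.165 from limma), and Vsig4, a complement receptor of macrophages, below them on 4 of 4, at 29.5 ± 1.91 against 52.8 ± 10.4 (SD, n = 4 each) (log2 fold change -0.82, standard error 0.19, adjusted p = 0.165 from limma). The 17 complement genes (median 0.31, camera adjusted p = 0.371) and the 9 regulatory T cell genes (median 0.39, camera adjusted p = 0.0850) were not called on all 8 arrays, and were called without GalT BMT replicate 1 (medians 0.53 and 0.62, adjusted p = 0.00513 and 5.15e-04, and adjusted p = 0.369 and 0.0910 with an estimated correlation). The complement median was 0.20 without GalT BMT replicate 3 and 0.19 without replicate 4. Regulatory T cell genes were also called without syngeneic control replicate 4 (adjusted p = 0.0482). Foxp3, the transcription factor of regulatory T cells, was at 26.8 ± 3.74 against 21.1 ± 3.47 (SD, n = 4 each), under the filter on dim probe sets.

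Lists of the other cell types of the graft were slightly lower, and each of their calls rested on single arrays. The 24 fibroblast and extracellular matrix genes had a median of -0.23 (camera adjusted p = 0.00171), the 13 smooth muscle and pericyte markers -0.32 (camera adjusted p = 0.0143) and the 20 endothelial markers -0.11 (camera adjusted p = 0.0364), with adjusted p = 0.540, 0.540 and 0.591 with an estimated correlation. Without syngeneic control replicate 2 the medians were -0.01, -0.02 and 0.00 and the 3 calls were lost (adjusted p = 0.400, 0.330 and 0.388). Without GalT BMT replicate 3 the smooth muscle and endothelial calls were lost as well (adjusted p = 0.129 and 0.0827), with a smooth muscle median of -0.21, and the endothelial call also without GalT BMT replicate 2 or 4 (adjusted p = 0.0524 and 0.141, with a median of -0.06 without replicate 4). The smooth muscle and endothelial medians were -0.55 and -0.22 without GalT BMT replicate 1, the endothelial median was -0.17 and -0.19 without syngeneic control replicates 1 and 4, and the fibroblast median was -0.38 without syngeneic control replicate 4. Within batches 1 and 2 they were -0.45 and 0.00 for fibroblast, -0.34 and -0.13 for smooth muscle and -0.05 and -0.21 for endothelial genes. Fabp4, a fatty acid-binding protein of capillary endothelium, lay below the controls on 4 of 4 arrays, at 4334 ± 370.0 against 5855 ± 558 (SD, n = 4 each) (log2 fold change -0.43, standard error 0.10, adjusted p = 0.165 from limma). Immediate early and tissue handling genes had a median of 0.27 (camera adjusted p = 0.00986, and adjusted p = 0.540 with an estimated correlation), a call lost without GalT BMT replicate 4 (adjusted p = 0.107) and without syngeneic control replicate 4 (median 0.14, adjusted p = 0.0680), with a median of 0.41 without GalT BMT replicate 2 and medians of -0.05 and 0.46 within batches 1 and 2. The other lists not called on all 8 arrays included those of atrial genes (median -0.31, camera adjusted p = 0.227), glucocorticoid and fasting response (-0.12, 0.109), cholesterol synthesis and uptake (0.10, 0.0899), mast cells and eosinophils (0.47, 0.291), erythroid cells (0.18, 0.371), platelets (-0.05, 0.554), cardiac stress (0.10, 0.951), neighbouring tissues (-0.04, 0.554), hypoxia (0.03, 0.951, camera direction down), circadian genes (0.18, 0.854, with a mean of -0.01 and camera direction down) and sex-linked genes (-0.26, 0.551, with a mean of 0.86). The atrial list was called without GalT BMT replicate 1 and without syngeneic control replicate 3 (adjusted p = 0.0477 and 0.0280, and without GalT BMT replicate 1 adjusted p = 0.376 with an estimated correlation), with a median that turned to 0.19 without GalT BMT replicate 2 and to 0.03 and 0.21 without syngeneic control replicates 1 and 2, and the glucocorticoid list without GalT BMT replicate 4 and without syngeneic control replicate 2 (adjusted p = 0.0448 and 0.0401). The circadian median turned to -0.19 without GalT BMT replicate 1 and to -0.09 without syngeneic control replicate 2. Without 1 array, the erythroid median ran from 0.05 to 0.39. That of cholesterol genes ran from 0.07 to 0.18 and that of glucocorticoid genes from -0.22 to -0.05. In the same fits the cardiac stress median ran from -3.7e-04 to 0.37 and the platelet median from -0.05 to 0.10. The hypoxia median ran from -0.04 to 0.08 and that of neighbouring tissues from -0.11 to -0.003.

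The lower level of fatty acid oxidation genes may come from dilution of heart muscle RNA by leukocyte RNA. Dilution would lower them by no more than other heart muscle genes below saturation. For genes under an intensity of 6000, the fatty acid oxidation median minus the cardiomyocyte median was -0.27 ± 0.12 (SD, n = 4) on GalT BMT arrays and -0.01 ± 0.07 (SD, n = 4) on controls, a difference of -0.25 (two-sided exact permutation test, p = 0.0286). The difference was -0.24 to -0.28 at limits of 4000, 5000, 8000 and 10000 and with no limit, which argues against dilution as the whole cause. Only at the limits of 4000, 5000 and 6000 did the groups not overlap, and the exact p was 0.0571 at 8000 and 0.0857 at 10000 and with no limit. The argument therefore rests on limits chosen after the values were seen, and dilution as a part of the cause stays open.

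Whether a sorting of the 8 arrays by chance would give as much was counted over all 35 splits into 4 and 4. For limma on all 8 arrays there were 0 calls, so that 35 of 35 splits give as many by construction and the count says nothing about chance (the highest of the others gave 3310). The 23 lists called were reached by 5 of 35 splits, with 26 the highest of the others. The SAM-type calls (2496 in both directions) were reached by 2 of 35, with 4839 the highest of the others. Every split that reached either count keeps GalT BMT replicates 2, 3 and 4 together, and so carries part of the labelled difference. Neither count can therefore decide what chance would give, and chance is not excluded. Without GalT BMT replicate 1, the 3783 limma calls were reached by 2 of 35 splits of 3 against 4, with 4207 the highest of the others. The split with 4207 calls sets syngeneic control replicates 1, 3 and 4 against the remaining control and GalT BMT replicates 2, 3 and 4. It keeps these 3 grafts together as well, so that this count cannot decide either. The split with 3310 limma calls, which also gave the highest SAM-type count, sets GalT BMT replicate 1 with syngeneic control replicates 1, 3 and 4, which points to a structure of the samples other than the groups as labelled.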
